A study of Homo sapiens with 11 samples. Its data were reported in "Identification of Two Distinct Classes of the Human INO80 Complex Genome-Wide" (2018).

How the data were processed

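ChIP-seq was measured in HepG2 cells for INO80 (3 samples), MCRS1, RUVBL1 and RUVBL2 (2 samples each), with 2 input samples. Chromatin from formaldehyde-fixed cells was digested with micrococcal nuclease before immunoprecipitation, and the submitters describe the samples as a reanalysis of an earlier deposit. Per the labels, Bowtie2, SAMtools, deepTools, bedtools and MACS2 were used, and the builds hg19 and dm3 are named, the latter with no stated role. According to the methods of the study, the authors aligned reads to hg19 with Bowtie2, removed duplicates, called narrow peaks with MACS2 without a shifting model, removed peaks in blacklisted regions and merged peaks that lay close together. The narrowest deposited peak measured 147 bp in every list when starts were read as counted from 0, and the smallest gap between neighboring peaks was 501 bp. The deposited values are the start and end of each peak, and the score and strand columns held only a dot, so peak height, fold enrichment and q-value were not used here. A fixed extension length and merging tie peak width to how far enrichment spreads, and a shorter list leaves more peaks of the other lists without a partner. The sources do not state whether reads or peaks of the samples were combined, and each subunit has a single list, so samples were grouped by subunit and no replicate could be compared or left out. Read depth is not given in the sources used here.

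Peaks were intersected in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, with a minimum overlap of 1 bp. Tests used scipy 1.17.1 and statsmodels 0.14.6, and figures matplotlib 3.10.9. INO80 peaks with no overlap with any MCRS1, RUVBL1 or RUVBL2 peak form the INO80-only class. The study also used YY1 peaks, which were not used here, so its class and the one here are not identical. INO80-only peaks that overlap a YY1 peak count as canonical in the study. Overlap and distance were tested against 1000 circular shifts of the partner lists within each chromosome, which keep peak widths and spacing but not gene density or gaps in the assembly. Widths, sequence composition and the difference in partner-free share were tested by 100000 random sign flips over chromosomes, with at least 10 peaks per class (20 per list for the partner-free share). Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only, or a jackknife SE from leaving out each chromosome. GC content and the CpG observed over expected ratio were computed from the GRCh37 genome, which has the coordinates of hg19 on chromosomes 1 to 22, X and Y. All peaks fitted within its chromosome lengths. On chromosome Y, 15 of 26 INO80, 10 of 21 MCRS1 and 5 of 10 RUVBL2 peaks had no readable base in that genome file and were left out of sequence composition, a choice made after the data were seen.

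Features came from GENCODE 44 mapped to GRCh37. A peak within 1000 bp of a start site of any annotated transcript was called promoter, otherwise exon, intron or distal in that order. Expected features came from 100 shifts. A protein-coding gene was called bound if an INO80 peak lay within 1000 bp of the start of one of its protein-coding transcripts, and INO80-only if none of those peaks was shared. Such a gene can still have a partner peak near its start site that does not overlap an INO80 peak. Conversely, a partner peak can overlap a shared INO80 peak outside the promoter window. Gene lists (19) were fixed before the data were examined, and 38 two-sided Fisher's exact tests were adjusted together by the Benjamini-Hochberg method at a threshold of 0.05. The lists cover INO80 complex subunits, other remodelers, Polycomb subunits, HOX genes, developmental transcription factors, plasma proteins, hepatocyte transcription factors, hepatic metabolism, ribosomal proteins, proteasome, respiratory chain, histones, C2H2 zinc fingers, replication and cell cycle, neuronal, blood and endothelial, fibroblast and stellate, cholangiocyte and olfactory receptor genes. The developmental transcription factors lie outside the HOX clusters and were listed as typical Polycomb targets. Older symbols were matched through RefSeq synonyms, and 1 symbol, PECAM1, had no match. Loci were counted as groups of genes more than 1 Mb apart.

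Genes named in the text were chosen by a rule written before the data were examined, by width of their INO80 promoter peak. It takes the 10 widest with all 3 partners, the 10 widest INO80-only, up to 4 per class from each gene list, the subunits mapped with YY1, EZH2 and EP300, and by position the 5 widest peaks of each INO80 class and the 3 widest partner-free peaks of each other list. Alternatives covered the overlap that counts as shared, minimum peak widths, lists drawn down to the shortest (100 draws), leaving out each partner, autosomes alone, merging at 2 kb, the promoter window and the set of start sites. Promoter odds within deciles of width, and gene lists with genes that had a partner promoter peak left out of the INO80-only class, were added after the data were seen.

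The code was tested on simulated data. For the INO80-only share, a planted 30.5% was recovered as 30.0% over 23665 peaks, the difference being simulated peaks that met a neighbor. For pairwise overlap, 5% of 40 tests of shifted lists fell under 0.05. For width and sequence by class over 23 chromosomes, 5.5% of 200 sign-flip tests without a difference and 99% with a difference of 1 SD did so. For the gene list test among 12700 genes, 5.5% of 200 lists without a difference and 100% with planted odds of 5 did so.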

Results

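INO80, MCRS1, RUVBL1 and RUVBL2, which belong to a chromatin remodeling complex named after INO80, were each mapped by chromatin immunoprecipitation and sequencing (ChIP-seq). The cells were HepG2, a line derived from a human liver tumor. INO80 is the ATPase that carries the complex, RUVBL1 and RUVBL2 are related AAA+ ATPases that are also found in other complexes, and MCRS1 belongs to the module at the N-terminal end of INO80. The 11 samples comprised 3 for INO80, 2 for MCRS1, 2 for RUVBL1, 2 for RUVBL2 and 2 of input chromatin. The deposited files held 1 peak list per subunit, with no list for input, so no value below has a replicate error. Peaks and genes are not independent replicates, and each test compares lists or sets of sites within these data. The lists held 23665 INO80, 23425 MCRS1, 5518 RUVBL1 and 12936 RUVBL2 peaks, which covered 22.4, 21.4, 2.65 and 7.82 Mb of the genome. Median peak widths were 666 bp for INO80, 658 bp for MCRS1, 279 bp for RUVBL1 and 335 bp for RUVBL2. Read depth per sample is unknown, and peak height was not used because the score column of every list held only a dot.

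The question of whether the subunits occupy the same sites was addressed by overlap of the peak lists. At ALB, the gene of serum albumin, an INO80 peak of 15541 bp (chromosome 4, 74269989 to 74285529, hg19) overlapped MCRS1 and RUVBL2 peaks and was the widest in the INO80 list. The promoter of APOB, the structural apolipoprotein of low-density lipoprotein, lay under an INO80 peak of 9802 bp that overlapped peaks of all 3 partners. At AFP, the fetal counterpart of albumin, an INO80 peak of 7500 bp also overlapped all 3. Of these partners only MCRS1 had a peak within 1000 bp of an AFP start site. In the 4 HOX clusters of body-patterning genes, most INO80 peaks overlapped no partner peak, with 10 of 15 in HOXA, 19 of 20 in HOXB (chromosome 17, 46600888 to 46811112), 5 of 5 in HOXC and 13 of 16 in HOXD. Genome-wide, 16968 INO80 peaks (71.7%) overlapped a peak of at least 1 partner and are called shared here. The remaining 6697 (28.3%, Clopper-Pearson 95% interval 27.7 to 28.9, jackknife SE over chromosomes 0.859) overlapped none and are called INO80-only. If the partner lists were shifted along the chromosomes, 98.0% of INO80 peaks were without a partner, and none of 1000 shifts gave a share as low as the observed one (one-sided permutation p = 0.000999, the smallest these shifts can give). Intervals here cover counting error only. Alternative settings moved the INO80-only share far beyond its interval. It was 17.5% for INO80 peaks of at least 300 bp and 60.0% with lists drawn down to the shortest.

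**Figure D1:**
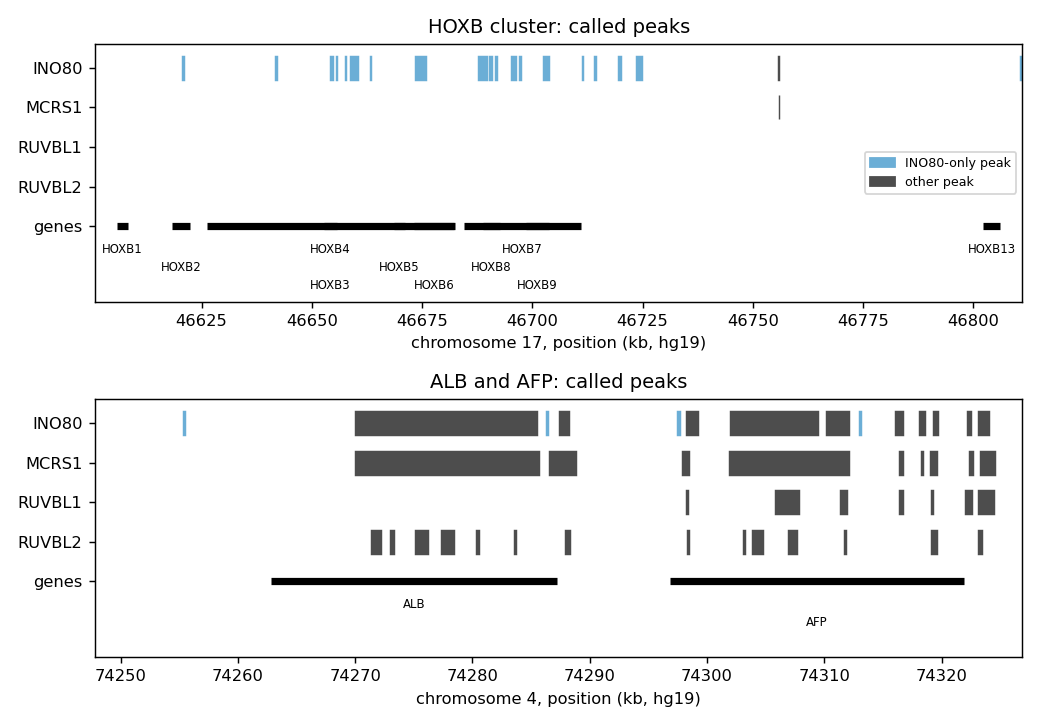
Peaks of the 4 lists along the HOXB cluster (upper panel, chromosome 17) and around ALB and AFP (lower panel, chromosome 4), with position in kb (hg19) on the horizontal axis, lists on the vertical axis and gene bodies as black bars. Light blue marks INO80 peaks without a partner peak, 19 of the 20 in the HOXB window, the highest share of the clusters with more than 5 peaks, and dark grey marks all other peaks.

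MCRS1 was the partner found most often at INO80 sites. The promoter of NKX2-2, a homeodomain factor of the ventral neural tube, had an INO80 peak of 7297 bp that overlapped MCRS1 alone, and so did that of PDGFRA, a growth factor receptor (4598 bp). At both genes the overlap lay outside the promoter window, with no MCRS1 peak within 1000 bp of a start site. CCND1, which encodes cyclin D1, had MCRS1 and RUVBL2 (4576 bp), and XBP1, a factor of the unfolded protein response, had all 3 partners (5743 bp). Of all INO80 peaks, 6325 overlapped MCRS1 alone, 6005 overlapped MCRS1 and RUVBL2, 3508 (14.8%, interval 14.4 to 15.3) overlapped all 3 partners and 811 overlapped MCRS1 and RUVBL1. The combinations without MCRS1 were rare, with 192 peaks at RUVBL2 alone, 108 at RUVBL1 alone and 19 at RUVBL1 and RUVBL2. MCRS1 peaks met 70.4% of INO80 peaks, 36.5-fold over shifted lists. RUVBL2 peaks met 41.1% (43.2-fold) and RUVBL1 peaks 18.8% (51.7-fold). In the other direction, 88.9% of RUVBL1, 81.3% of RUVBL2 and 71.0% of MCRS1 peaks overlapped an INO80 peak. Among the partners the enrichment was 83.7-fold for RUVBL1 at RUVBL2, 52.1-fold for MCRS1 at RUVBL1 and 44.3-fold for MCRS1 at RUVBL2. All 6 pairs exceeded every shift (one-sided permutation p = 0.000999, also after Benjamini-Hochberg adjustment over the pairs). The shifts do not keep gene density, and 65.3% of INO80 peaks lay at promoters against 11.2% of shifted ones. Lists with only a common preference for promoters could therefore exceed them too. The same limit holds for the shifted share of INO80 peaks without a partner.

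**Figure D2:**
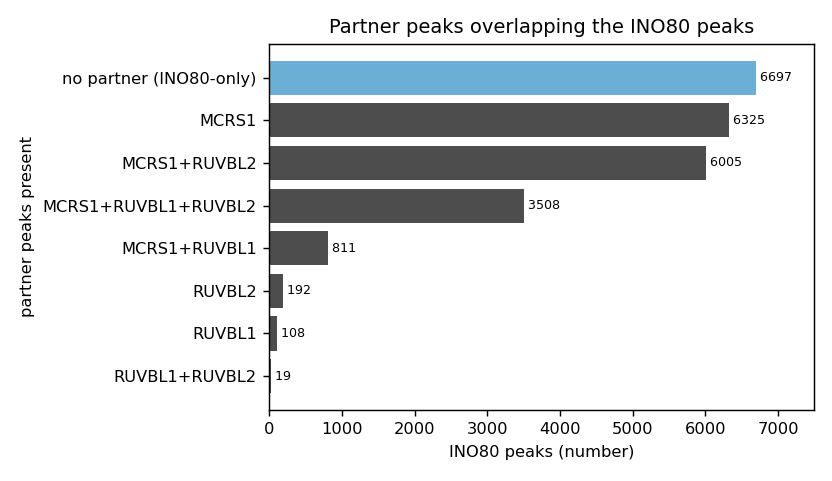
Number of INO80 peaks (horizontal axis) for each combination of overlapping partner peaks (vertical axis). The bar without a partner, in light blue, holds 6697 peaks, and the bars with MCRS1 hold most of the rest.

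The same measure was taken for each of the other lists as a reference for the INO80-only share. MCRS1 peaks without any other subunit numbered 5954 (25.4%, interval 24.9 to 26.0), RUVBL2 peaks 1349 (10.4%, jackknife SE 1.29) and RUVBL1 peaks 240 (4.35%, 3.83 to 4.92). As a reference these partner-free shares are limited, because they depend on list length. With all lists drawn down to the shortest they were 60.0% for INO80, 58.4% for MCRS1, 49.2% for RUVBL2 and 45.7% for RUVBL1. The widest partner-free peaks for MCRS1 were 2515 bp in an intron on chromosome 14 (19932467 to 19934981), 2315 bp in an intron on chromosome 12 (132879999 to 132882313) and 2278 bp at the promoter of IL1R1, an interleukin-1 receptor. For RUVBL1 the widest lay 3122 bp from the nearest FST start site (1284 bp), in an intron 3280 bp from the nearest NFE2L3 start site (1260 bp) and in an exon near SNORA65 (1151 bp). For RUVBL2 they lay at the promoter of a long noncoding RNA on chromosome 21 (1274 bp), at that of SLC17A9 (1218 bp) and in an exon on chromosome 1 (1162 bp). Averaged over 24 chromosomes, the partner-free share was 5.33 percentage points higher for INO80 than for MCRS1 (SD 10.2, higher on 17 chromosomes, two-sided sign-flip permutation p = 0.0128). The call held with peaks extended by 1000 bp (5.88 points, permutation p = 0.00285) and without chromosome Y (4.00 points, permutation p = 0.0259, added after the data were seen). It was lost among peaks of at least 300 bp (3.60 points, permutation p = 0.109) and on autosomes alone (3.23 points, p = 0.0505, also added later).

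INO80-only peaks were narrower than shared peaks. The widest INO80-only peak, 8686 bp, covered the promoter of EN1, a homeobox gene of the midbrain and limb (chromosome 2, 119602373 to 119611058). Those of SKOR1 (7624 bp), NFATC1 (7524 bp) and LHX4 (7258 bp) followed. Next came a peak of 7173 bp at the promoter of a long noncoding RNA on chromosome 20 (21497282 to 21504454), near the shared peak at NKX2-2. The widest shared peaks after ALB were at RHOF and SETD1B, which share 1 peak of 14809 bp, IRF2BP2 (14721 bp) and the Polycomb gene CBX4 (14611 bp). The median width was 264 bp for INO80-only peaks (quartiles 184 and 697) and 831 bp for shared peaks (388 and 1427). Per chromosome, mean log2 width was lower in INO80-only peaks (mean difference -0.996, SD 0.208), in 23 of 23 chromosomes with enough peaks (sign-flip permutation p = 1e-05, the smallest these resamples can give). Median width was 442 bp with any 1 partner, 956 bp with any 2 and 1476 bp with all 3. A wider peak is more likely to meet a partner peak at all, so the definition of the classes itself favors this direction. In INO80 peaks of up to 263, 264 to 665, 666 to 1286 and 1287 to 15541 bp, the INO80-only share was 56.7, 27.4, 15.0 and 14.1%. For MCRS1 peaks of the same widths, the share without any other subunit was 62.4, 31.7, 6.74 and 0.802%.

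**Figure D3:**
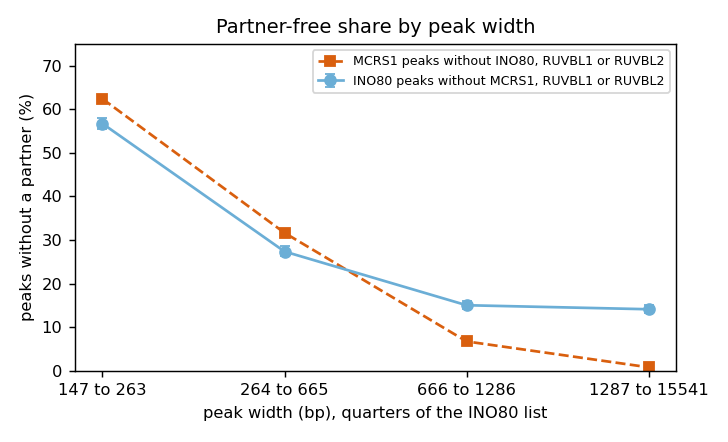
Percent of peaks without a partner (vertical axis) by peak width in bp (horizontal axis, 4 groups of about equal size in the INO80 list), for INO80 (circles, bars are 95% Clopper-Pearson intervals) and for MCRS1 peaks of the same widths (squares). In the widest group 14.1% of INO80 and 0.802% of MCRS1 peaks had no partner.

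INO80-only peaks lay closer to partner peaks than shifted positions did. Their median distance to the nearest partner peak was 13277 bp (quartiles 1553 and 71156), against 116780 bp for shifted partner lists (two-sided permutation p = 0.002, the smallest these shifts can give). A partner peak lay within 500 bp of 11.1%, within 1000 bp of 19.9%, within 5000 bp of 37.6% and within 10000 bp of 45.9% of them. Shifted lists gave 2.49, 3.33, 8.86 and 14.1%. The median was 0.114 times that of shifted lists, but 0.340 times among INO80 peaks of at least 300 bp and 0.597 times when partner peaks were placed at random (permutation p = 0.002 for each). Neither shifts nor random placement keep gene density, so a common preference for promoters alone could also shorten these distances.

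All 4 subunits lay mainly at promoters, here a peak within 1000 bp of an annotated transcription start site. The share was 65.3% for INO80 (jackknife SE 1.67), 60.6% for MCRS1 (1.86), 68.0% for RUVBL1 (1.60) and 70.5% for RUVBL2 (2.07), against 11.2% for shifted INO80 peaks. Introns held 18.5% of INO80 peaks, distal regions 11.9% and exons 4.36%. Promoters made up 80.1% of INO80 peaks with all 3 partners, 72.1% of shared peaks and 48.1% of INO80-only peaks. INO80-only peaks were more often intronic (30.1 against 13.9%) and distal (15.9 against 10.3%). MCRS1 peaks without another subunit were at promoters in 30.0% and in introns in 37.3%. The promoter odds of shared peaks were 2.79 times those of INO80-only peaks (95% interval 2.63 to 2.96, two-sided Fisher's exact test, p = 4.17e-260). Within deciles of peak width, an alternative added after the data were seen, the odds were 1.47 times higher (1.37 to 1.58). In the groups of up to 263, 264 to 665, 666 to 1286 and 1287 to 15541 bp, promoters made up 30.9, 48.9, 73.1 and 88.4% of INO80-only peaks and 42.3, 61.2, 78.8 and 89.6% of shared peaks.

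**Figure D4:**
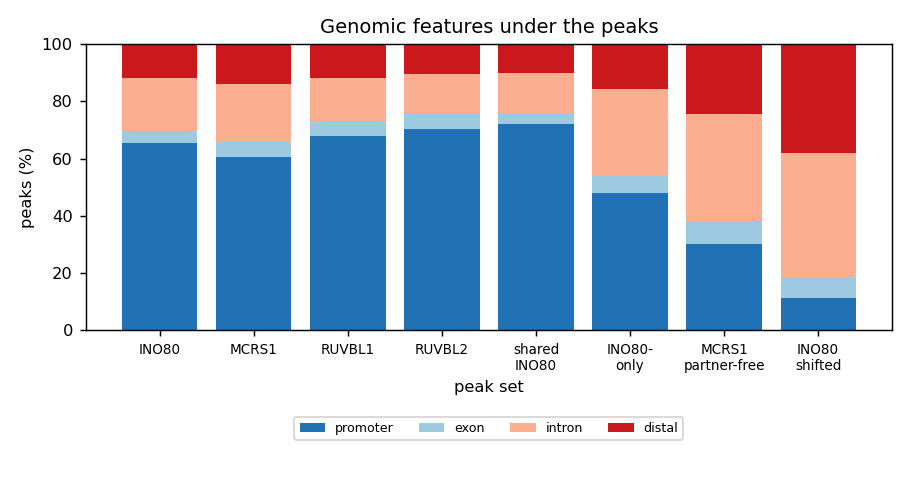
Percent of peaks (vertical axis) in promoters, exons, introns and distal regions for each list, for the INO80 classes, for MCRS1 peaks without another subunit and for INO80 peaks shifted along the chromosomes. Promoters hold 72.1% of shared and 48.1% of INO80-only peaks.

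At the level of genes, 12727 of 19794 protein-coding genes (64.3%) had an INO80 promoter peak. Of these, 10954 had a shared peak and 1773 (13.9%) had INO80-only peaks alone. This class is set by overlap with the INO80 peak, and 114 of the 1773 genes (6.43%) also had a partner peak elsewhere in the promoter window, among them RFX4, CHD3, RFC4 and KCNQ2, which are named below. Partners named for a shared peak can likewise lie outside the window, as did MCRS1 at NKX2-2, PDGFRA, UNCX and BHLHE23 and RUVBL1 at CEBPB. MCRS1 promoter peaks were found at 11610 genes, RUVBL2 at 7862 and RUVBL1 at 3422, and 2950 genes had all 4 subunits. The widest INO80 promoter peaks with all 3 partners were at RHOF, SETD1B, IRF2BP2, CBX4, ASPSCR1 (13276 bp), TNRC18 (12272 bp), FGL1 (11744 bp), SLC38A2 (11464 bp), and MGME1 and SNX5, which share a peak of 10856 bp. Among genes of the INO80-only class they were at EN1, SKOR1, NFATC1, LHX4, MN1 (5893 bp), HMX3 (5458 bp), ELFN1 (5301 bp), VSTM2B (4936 bp), RFX4 (4872 bp) and NKX2-3 (4625 bp). The promoters of INO80 (1199 bp), RUVBL1 (1435 bp) and EP300, an acetyltransferase (2585 bp), had all 3 partners. YY1 (3100 bp) and EZH2, the PRC2 methyltransferase (1772 bp), had MCRS1 and RUVBL2. MCRS1 had a peak of 177 bp with MCRS1 and RUVBL1, and RUVBL2 had no INO80 promoter peak.

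Among the gene lists, the INO80-only class took the highest shares of bound HOX genes, developmental transcription factors and neuronal genes (85, 61.0 and 60.9%). Of 39 HOX genes, 20 had an INO80 promoter peak and 17 of these were INO80-only (odds ratio 35.3, 95% interval 10.3 to 121, adjusted exact p = 2.49e-11). HOXA13 (2849 bp), HOXB7 (2052 bp), HOXA7 (1994 bp) and HOXD3 (1838 bp) had the widest such peaks, whereas HOXA4, HOXA5 and HOXD1 had shared peaks. Those 17 genes lie at only 4 loci. The list of developmental transcription factors outside the HOX clusters names typical Polycomb targets, not a sample of all such factors. Of its 183 genes, 123 were bound and 75 of these were INO80-only (odds ratio 10.0, 6.96 to 14.5, adjusted exact p = 1.30e-32), at 70 loci. Besides EN1 and LHX4 they included HMX3 and NKX2-3, while NKX2-2, UNCX, SIM2 and BHLHE23 had wide peaks shared with MCRS1. Among these shared genes only SIM2 had an MCRS1 peak in the promoter window. Neuronal genes were bound less often than other genes (23 of 53, adjusted exact p = 0.00507), and 14 of the 23 were INO80-only (odds ratio 9.68, 4.18 to 22.4, adjusted exact p = 9.89e-07). GAD1, the enzyme of GABA synthesis, had a peak of 4049 bp, and RBFOX3, SLC32A1 and KCNQ2 had peaks of 3449, 2611 and 1891 bp. Of 39 blood and endothelial genes, 7 were bound (adjusted exact p = 2.01e-08 for fewer) and 4 of these, HBA1, HBA2, NCAM1 and KDR, were INO80-only (adjusted exact p = 0.0195).

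**Figure D5:**
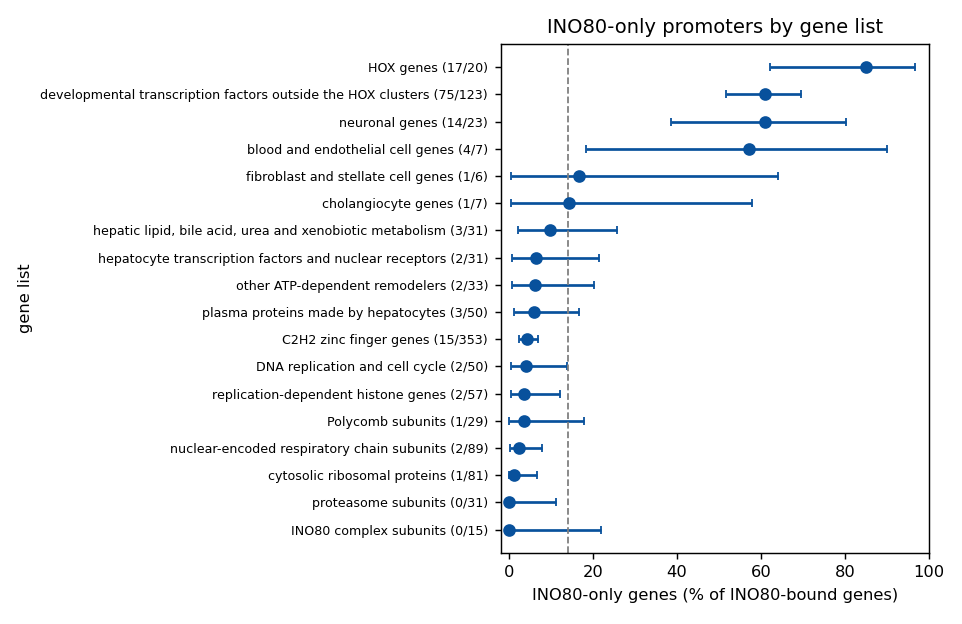
Percent of INO80-bound genes that carried INO80-only promoter peaks (horizontal axis) for each gene list (vertical axis, with INO80-only and bound genes in brackets). Points are shares, bars are 95% Clopper-Pearson intervals and the dashed line is the share among all bound genes, 13.9%; HOX genes, 17 of 20, lie farthest to the right.

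The INO80-only class was less frequent among bound genes of the ribosomal protein, respiratory chain, proteasome, histone and C2H2 zinc finger lists than among other bound genes. Of 86 cytosolic ribosomal protein genes, 81 were bound (adjusted exact p = 8.63e-10 for more) and 1 was INO80-only (odds ratio 0.0767, adjusted exact p = 0.000406). RPS2 and RPS12 had shared peaks of 6503 and 6012 bp with all 3 partners, and the exception, RPL36A on chromosome X, had a peak of 232 bp. The respiratory chain list, which also holds assembly factors, had 89 of 98 genes bound (adjusted exact p = 1.31e-08) and 2 INO80-only, NDUFA4L2 and COX7B (adjusted exact p = 0.000798). All 31 proteasome genes were bound (adjusted exact p = 5.18e-06) and 0 were INO80-only, with a Clopper-Pearson upper bound of 11.2% (adjusted exact p = 0.0320). PSMA7 (4700 bp) and PSMB1 (2248 bp) had all 3 partners. Replication-dependent histone genes had 57 of 67 bound (adjusted exact p = 0.000748) and 2 INO80-only, H2AC25 and H2BC26, under 1 peak (adjusted exact p = 0.0355). C2H2 zinc finger genes had 353 of 512 bound (adjusted exact p = 0.0483) and 15 INO80-only, led by ZNF385B (adjusted exact p = 1.31e-08). Their bound call was lost among INO80 peaks of at least 300 bp (odds ratio 1.08, against 1.24, adjusted exact p = 0.491) and with promoters within 2500 bp (69.5% bound, adjusted exact p = 0.0964). The INO80-only calls for proteasome and histone genes were lost among INO80 peaks of at least 300 bp (adjusted exact p = 0.0667 for each), where 30 proteasome and 57 histone genes were bound and the odds ratios were 0 and 0.262, against 0 and 0.224 with all peaks. That for histone genes was also lost with promoters within 500 bp (odds ratio 0.357, adjusted exact p = 0.110).

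Bound liver genes and chromatin regulators were mostly in the shared class, and their INO80-only shares did not pass the test in the main setting. Of 82 plasma protein genes, 50 were bound and 3 were INO80-only, with narrow peaks at C4A (224 bp), HAMP (220 bp) and A1BG (190 bp) (odds ratio 0.393, adjusted exact p = 0.208). All 3 of these promoters also had a partner peak that did not overlap the INO80 peak. Hepatocyte transcription factors had 31 of 34 bound (adjusted exact p = 0.00122 for more) and 2 INO80-only, NR1H4 and PPARGC1A (adjusted exact p = 0.379), whereas CEBPB and NR0B2 had wide peaks with all 3 partners. Genes of hepatic metabolism had 31 of 61 bound (adjusted exact p = 0.0529) and 3 INO80-only (adjusted exact p = 0.861), and LDLR (4824 bp) and FASN (4066 bp) had all 3 partners. INO80 complex subunits had 15 of 16 bound (adjusted exact p = 0.0315) and 0 INO80-only (adjusted exact p = 0.329), with the widest peak at ACTB (9818 bp). The bound call was lost among INO80 peaks of at least 300 bp (13 bound, odds ratio 3.01, against 8.34, adjusted exact p = 0.107). All 33 genes of other remodelers were bound (adjusted exact p = 3.72e-06) and 2 were INO80-only, CHD3 and VPS72 (adjusted exact p = 0.379). All 29 Polycomb genes were bound (adjusted exact p = 1.48e-05) and 1 was INO80-only, RBBP7 (adjusted exact p = 0.233). Replication and cell cycle genes had 50 of 52 bound (adjusted exact p = 4.23e-07) and 2 INO80-only, RFC4 and MKI67 (adjusted exact p = 0.0602). Fibroblast and stellate genes had 6 of 16 bound (adjusted exact p = 0.0550) and 1 INO80-only, THY1 (adjusted exact p = 0.663), and cholangiocyte genes had 7 of 10 bound and 1 INO80-only, KRT7 (adjusted exact p = 1 for both). Of 391 olfactory receptor genes, which served as a negative control, 1 was bound, OR1F1 (adjusted exact p = 2.94e-174 for fewer, and 1 for the INO80-only class). Under some alternatives these lists passed the test for fewer INO80-only genes. For plasma protein genes this held with promoters within 500 bp (odds ratio 0.134, adjusted exact p = 0.0280), for INO80 peaks of at least 300 bp (0 of 42, adjusted exact p = 0.0145) and when genes with any partner peak at the promoter were left out of the class, an alternative added after the data were seen (0 of 50, adjusted exact p = 0.00478). For replication and cell cycle genes it held with partner peaks extended by 1000 bp (0.135, adjusted exact p = 0.0341), at 300 bp or more (0 of 44, adjusted exact p = 0.0104) and under the added alternative (0.136, adjusted exact p = 0.0323), and for hepatic metabolism with partner peaks extended by 1000 bp (0 of 31, adjusted exact p = 0.0453). Fewer bound genes were called for hepatic metabolism with promoters within 500 bp (odds ratio 0.490, adjusted exact p = 0.0153) and, with the same 31 genes bound, under the extended and added settings (adjusted exact p = 0.0487 for each), and for HOX genes with promoters within 500 bp (0.447, adjusted exact p = 0.0216, against 0.140). Neighboring genes can share a peak, so these tests count some peaks more than once.

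Sequence composition was compared between the classes. The CpG observed over expected ratio had a median of 0.564 in INO80-only and 0.699 in shared peaks, and median GC content was 60.7 and 62.3%. The mean difference over chromosomes was -0.0872 for CpG ratio (SD 0.0338, lower in 23 of 23 chromosomes) and -1.50 percentage points for GC (SD 1.16, lower in 21 of 23), each with sign-flip permutation p = 1e-05. In peaks matched on width neither call held, with 0.00510 for CpG ratio (permutation p = 0.482) and -0.113 points for GC (permutation p = 0.679). The matched mean does not show equal composition at each width. From the narrowest to the widest group, median GC was 54.8, 62.8, 67.1 and 66.5% in INO80-only peaks. In shared peaks it was 58.5, 62.5, 63.8 and 62.3%. Median CpG ratio was 0.371 against 0.391 in the narrowest group and 0.758 against 0.739 in the widest. With partner peaks extended by 1000 bp the GC difference was 0.319 points (permutation p = 0.149) and that in CpG ratio -0.0374 (permutation p = 1e-05).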

Values the study reported

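The study reported that 22% of INO80 peaks had no overlap with RUVBL1, RUVBL2, MCRS1 or YY1. Because it also excludes sites with YY1, that class is narrower than the INO80-only class here. It placed about 40% of subunit peaks in distal or intronic regions. In its comparison with chromatin state maps, more than 70% of Canonical INO80 targets fell in highly active states, while 65% of the non-canonical targets fell in repressive ones.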

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

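The alternatives without chromosome Y and on autosomes alone for the INO80 minus MCRS1 difference, promoter odds within deciles of width, and gene lists without partner peaks at the promoter, were chosen after seeing the data; all others were set before. No paired analysis was possible because each subunit has a single list, and for the same reason no replicate could be left out. The INO80-only share was 36.3% with at least 50% of the peak covered, 25.2, 22.7 and 17.7% with partner peaks extended by 500, 1000 and 5000 bp, 17.5% for INO80 peaks and 37.1% for partner peaks of at least 300 bp, 55.0% without MCRS1, 29.1% without RUVBL2, 60.0% with lists drawn down to the shortest and 24.7% after merging at 2 kb. Wider matches and fewer partners move it by construction. Partner-free shares of INO80, MCRS1, RUVBL1 and RUVBL2 were 22.7, 18.9, 2.03 and 6.25% with peaks extended by 1000 bp, 60.0, 58.4, 45.7 and 49.2% drawn down, and 23.4, 21.6, 3.06 and 4.24% at 300 bp or more. The INO80 minus MCRS1 difference was 3.60 points at 300 bp or more (permutation p = 0.109) and 3.23 points on autosomes (p = 0.0505), and the cause was not tested. It kept its call with peaks extended by 1000 bp (5.88 points, permutation p = 0.00285) and without chromosome Y (4.00 points, permutation p = 0.0259). The share with all 3 partners was 16.7% with partner peaks extended by 1000 bp and 20.2% for INO80 peaks of at least 300 bp. Matched on width, the CpG difference was 0.00510 (reversed, permutation p = 0.482) and the GC difference -0.113 points (permutation p = 0.679). The main comparison sets narrow against wide peaks, but width was not shown to be the whole cause. Median GC was lower in INO80-only than in shared peaks in the narrowest group (54.8 against 58.5%) and higher in the widest (66.5 against 62.3%). With partner peaks extended by 1000 bp the GC difference reversed to 0.319 points (permutation p = 0.149), and the cause was not tested. Promoter shares of INO80 peaks were 61.0 and 73.2% with windows of 500 and 2500 bp and 58.0% with protein-coding start sites, by construction. Lists with fewer bound genes numbered 5 with promoters within 500 bp, against 3, and the cause was not tested. Overlap of all 6 pairs kept its direction and call in 24 of 24 alternatives (35.6-fold to 122-fold), as did the width difference in 3 of 3, the distance in 2 of 2 (0.340 and 0.597 times shifted or random lists, against 0.114) and the promoter odds in 5 of 5 (1.47 to 3.17, the lowest within deciles of width). The number of lists with more INO80-only genes was 4 in all 5 alternatives, and that with fewer ranged from 5 to 7, against 5. Lists with more bound genes numbered 8 to 10, against 10. For single lists, an INO80-only call was gained in 7 cases and lost in 3, and a bound call was gained in 4 and lost in 3. Without peak heights or read depth, a missing partner peak cannot be told from one under the calling threshold.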

Other observations

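The tests of partner makeup by gene list, of gene families, of the narrowest INO80 peaks and of partner peaks per chromosome were chosen only after results had been seen. Ribosomal protein genes stood out for RUVBL1. Among 10954 genes with a shared INO80 promoter peak, 30.9% also had a RUVBL1 promoter peak, against 66 of 80 ribosomal protein genes (82.5%, odds ratio 10.7, Fisher's exact test, adjusted exact p = 2.29e-20). Histone genes (39 of 55, odds ratio 5.50, adjusted exact p = 9.06e-09), proteasome genes (19 of 31, 3.55, adjusted exact p = 0.00242), plasma protein genes (24 of 47, 2.34, adjusted exact p = 0.0130) and respiratory chain genes (38 of 87, 1.74, adjusted exact p = 0.0370) also had RUVBL1 more often. Developmental transcription factors had it less often (4 of 48, 0.202, adjusted exact p = 0.00138), and 41 of those 48 had MCRS1 (85.4%, against 99.4% of all shared genes) and 17 had RUVBL2 (35.4 against 70.8%), differences that were not tested. Within deciles of peak width the odds ratios were 7.39 (4.05 to 13.5) for ribosomal protein, 3.27 (1.76 to 6.07) for histone, 4.78 (2.19 to 10.5) for proteasome, 1.98 (1.08 to 3.63) for plasma protein and 2.09 (1.34 to 3.26) for respiratory chain genes, and 0.0997 (0.0348 to 0.286) for developmental transcription factors. Neighboring genes can share a peak, as the histone genes H2AC6 and H2BC4 did, so these RUVBL1 tests count some peaks more than once. Loci were not counted for them.

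Outside the fixed lists, 186 families of genes with a common symbol stem and at least 8 bound members were tested. Counted among genes with an INO80 promoter peak, of which 13.9% outside the lists were INO80-only, the class held 11 of 12 bound ADAMTS metalloproteinase genes (adjusted exact p = 7.22e-07), 14 of 21 bound collagen genes (4.04e-06), 10 of 15 bound WNT ligand genes and 8 of 10 bound KCNK potassium channel genes (0.000224 for each). Bound cadherin (CDH) and FGF genes had 6 of 9 each (0.0129) and GALNT glycosyltransferases 7 of 13 (0.0211). Bound mitochondrial ribosomal protein (MRPL) genes had 0 of 49 (0.0301). Neighboring members of a family can share a peak, and loci were not counted for the families. In HOXA, HOXB, HOXC and HOXD, MCRS1 peaks numbered 7, 1, 1 and 3.

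The INO80-only class may be a mixture by peak width. Among INO80 peaks of up to 263 bp, 56.7% of INO80 peaks had no partner, and MCRS1 peaks of those widths lacked every other subunit in 62.4%, which is consistent with weak peaks near the calling threshold there. Among those of 1287 bp or more, 14.1% still had no partner, against 0.802% of MCRS1 peaks of those widths. As far as width tracks peak strength, this argues against weak peaks as the whole cause. Of these wide INO80-only peaks, 88.4% lay at promoters, as did 89.6% of shared peaks of those widths. Partner peaks within 1 kb of 19.9% of INO80-only peaks leave open how many are near misses. The INO80-only share was lower by 3.62 points on chromosomes 2, 14, 16, 17 and 20 than on the other autosomes and X (a difference of -3.62, exact permutation p = 0.199, and -1.80 after the trend with gene density was removed, p = 0.412). The comparison group included X, at 47.2%, and chromosome 2 had 31.5%, above that group's mean of 30.1%. Copy number stays open, since it was not measured here and the grouping of chromosomes is general knowledge of HepG2. No biological explanation was tested, as the design holds no contrast for one.

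Bound developmental transcription factors, listed as typical Polycomb targets, were often INO80-only (61.0%), but this was not particular to them. The share was 60.9% for neuronal genes, and families such as ADAMTS (11 of 12) and WNT (10 of 15) also had high shares. For developmental transcription factors the odds ratio was 12.6 (8.55 to 18.5) within deciles of INO80 peak width and 10.5 (7.25 to 15.1) within deciles of CpG ratio. Neither narrow peaks nor CpG ratio therefore accounts for their excess as the whole cause. Peak height was not used and GC content was not stratified, so wide but weak peaks and GC content stay open. Among INO80-only peaks, those at developmental or HOX promoters made up 0.448% of the narrowest and 7.66% of the widest group (64 of 836), against 0.787% of the widest shared peaks. Site strength was seen here only through INO80 peak width, which does not measure partner signal. The odds ratio of 12.6 therefore cannot decide for or against a uniformly weaker partner antibody. Antibody efficiency was not measured, so poorer detection of partners, in general or at these promoters in particular, stays open. A difference in chromatin marks at these promoters stays open, since marks were not analysed here. For its non-canonical sites as a whole, a narrower class that also excludes sites with YY1, the study reported high EZH2 and H3K27me3 signal, no H3K27ac and low DNase signal. It also reported low expression of the genes near them.

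RUVBL2 peaks per INO80 peak varied among chromosomes, from 0.116 on X, where 47.2% of INO80 peaks were INO80-only, to 0.792 on chromosome 20. The ratio was 1.45 times higher on chromosomes 2, 14, 16, 17 and 20 than on the other autosomes and X (exact permutation p = 0.0644, adjusted over 5 measures 0.107), and 1.34 times after the trend with gene density was removed (p = 0.128). For RUVBL1 the ratio was 1.57 times higher (exact permutation p = 0.0106, adjusted 0.0530), and 1.41 times after that trend was removed (p = 0.0274, adjusted 0.137). Across the other 18 chromosomes the RUVBL2 ratio followed gene density by Spearman's rho (0.637, permutation p = 0.00600, and 0.547 without the 2 most extreme), with Pearson's r of 0.328 and 0.215. Copy number, which was not measured in these data, and gene density both stay open, since no adjusted p for these chromosomes passed 0.05.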
